A study of Mus musculus with 18 samples. Its data were reported in "Arp2/3 complex and β1 integrin drive an invasive front through extracellular matrix adaptation in pancreatic cancer" (2026).

How the data were processed

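RNA was sequenced from 18 libraries in 6 groups of 3. They came from the murine pancreatic ductal adenocarcinoma (PDAC) lines 8025 and R254, each carrying either a control plasmid or a knockout (KO) of Arpc4, a subunit of the Arp2/3 actin-nucleating complex. 8025 was derived from a mouse with mutant Kras and R254 from a mouse that also lacked p53 in the pancreas, by genotype and title. The labels conflict here, since the cell type field of 8025 names KP mice, an abbreviation for mutant Kras with p53 loss. Both lines were sequenced as cells grown in 2D on plastic. 8025 was also sequenced as 3D microtumors built from tumor organoids, primary pancreatic stellate cells and bone marrow macrophages in a matrix gel. Nickase-edited cells were sorted, selected with puromycin and expanded as clones, per the labels. No library here parts the clone from the knockout, and nothing in the labels says whether the replicates of a group were separate cultures.

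For the 2D cells the authors deposited whole-number counts per gene symbol, with further entries for reads left unassigned in the form htseq-count writes. For the microtumors the deposited values were estimated counts per Ensembl transcript, partly fractional, from a quantifier that the sources used here do not name. The submitters' processing notes name the build mm9 whereas the paper names GRCm39, and the aligner is not given in the sources used here. Per the labels, the 2D libraries were sequenced in one facility under one batch date and the microtumors in another facility under another date. The sequencing records of the study give single-end reads of an unstranded kit for the former and paired-end reads of a stranded kit for the latter. Culture is therefore confounded with facility, kit and added stromal cells. No test compared 3D with 2D levels, and only the knockout effects within each culture were compared.

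The 2D tables held 40840 genes. Entries that named no gene took 46.8 to 57.7% of reads per library and were left out of library sizes and tests, which left 16178457 to 21208259 counts per 2D library. The share of reads in no annotated feature was 9.34 to 9.70% in the 4 libraries numbered 3 and 11.8 to 17.7% in the other 8. The 149384 transcripts of the microtumor table were matched to GENCODE M39 by identifier without version (99.3%), summed per gene symbol and rounded, giving 18083596 to 22619193 counts per library. In the 3 microtumor control libraries, 0.909 to 1.28% of counts lay on ribosomal RNA genes, against 0.476 to 0.578% in the 3 knockout libraries. For comparison across cultures, 29171 symbols shared by both kinds of table were used.

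Each comparison was fitted on its own libraries with edgeR 4.0.16 under R 4.3.3. Genes were kept by filterByExpr, scaled by the trimmed mean of M values (TMM) and tested with the two-sided quasi-likelihood F test, with Benjamini-Hochberg adjustment over the genes kept. A gene was called at an adjusted p under 0.05, and the count that also passed an absolute log2 fold change of 1 was kept beside it. There were 4 comparisons of 3 against 3 libraries. Another 2 tests asked whether the knockout effect differed between the lines in 2D, or between microtumors and 2D cells of 8025, each as an interaction over 12 libraries. Levels are given as CPM (counts relative to library size) after TMM scaling, as mean ± SD over 3 libraries, and log2 fold changes with their SE. For a group without any count, a fold is a lower bound from a floor of 3 counts over the group. For a group with 1 to 3 counts, it is a ratio with a 95% counting interval. Both cover counting error only.

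Replicate numbers were tested for pairing. After group means were removed, the correlation across genes between libraries of the same number was 0.331 to 0.475 in the microtumors, 0.300 to 0.789 in 8025 cells, 0.381 to 0.794 in R254 cells and 0.549 to 0.835 between the controls of both lines. Between different numbers it was −0.490 to 0.0617, −0.688 to 0.495, −0.795 to 0.627 and −0.765 to 0.556, so in 2D the numbers 1 and 2 were not clearly parted and number 3 stood apart. The planned test had no block, since the methods name none. The fit with the replicate number as a block was also set beforehand, and its value is printed beside the main results of each comparison where it changed a call or moved a count by more than 1.5 times.

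Counts were also tested on simulated data built from each comparison, with 200 changed genes. Their spread between libraries was taken from the blocked fit, which was lower than that without a block in every comparison. Shares recovered without a shared shift therefore hold for quieter data than the real libraries. Without an effect shared by libraries of the same number, the test without a block recovered 75% of 2-fold and 99% of 4-fold changes for the microtumors, 59% and 98% for 8025 cells, 72% and 100% for R254 cells, and 79% and 100% for the control cells. The respective shares were 10% and 96% for the difference between lines and 15% and 88% for that between cultures. When a shift with an SD of 0.5 (log2) was shared by same-numbered libraries, the test without a block recovered 0% in each of the 6 designs. The blocked test then recovered 72% and 96%, 49% and 99%, 60% and 100%, 83% and 100%, 11% and 88%, and 16% and 84%, in the same order. The share of false calls was 1.88 to 8.85% without a shared shift and without a block, and 3.03 to 8.50% with the shift and the block. DESeq2 made 18.4% false calls for the microtumors without a shared shift.

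Before the data were examined, 35 gene lists were fixed from general knowledge, and the 31 to 33 with at least 3 tested members were analysed in each comparison. The list test was camera (limma 3.58.1) with a preset correlation of 0.01, adjusted over the lists. Camera with an estimated correlation and fry were run beside it. Calls adjusted over the list alone were counted too. Also fixed beforehand was the rule for named genes. It took the Arp2/3 subunits and Itgb1 in every comparison, and the 6 largest rises and falls (5 each for the interactions) among called genes. Those needed an absolute log2 fold change above 1, an average log2 CPM of at least 2, a gene symbol and no overlap between groups, with predicted genes and pseudogenes skipped. From each list with called members it took up to 3 in the commoner direction and 1 in the other. Repeating this rule on the blocked fit was chosen after the data were seen.

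Other settings fixed beforehand were scaling by DESeq2's relative log expression (RLE) method or by total counts, DESeq2 1.42.0, limma-voom, no filter, a filter of at least 1 CPM in at least 3 libraries, the thresholds stated by the study (p under 0.05, read here as unadjusted, and absolute log2 fold change above 1 in DESeq2), the block, and leaving out each library. Settings added after the data were seen were the 2D libraries numbered 1 and 2 only, the macrophage marker level as a covariate, microtumor transcripts tested without summing, and blocked calls for lists and overlaps. Scaling by RLE or total counts moved the median log2 fold change of all genes by less than 0.1 in every comparison. Overlaps of called genes were tested with a two-sided Fisher's exact test. For an analysis in chromosome order, genes with an average log2 CPM of at least 3 were placed by GENCODE M39, and a step was the difference between the medians of the 15 genes on either side.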

Results

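Arpc4 RNA persisted in the knockout libraries of both lines and was not called lower in any comparison. In 8025 microtumors it was 137 ± 14.7 CPM in controls and 118 ± 39.8 CPM in knockouts (log2 fold change −0.22, SE 0.27, adjusted p 0.878). In 2D cells it was 79.7 ± 35.1 and 50.6 ± 5.04 CPM in 8025 (−0.66, SE 0.32, adjusted p 0.419), and 124 ± 60.1 and 73.8 ± 21.0 CPM in R254 (−0.74, SE 0.38, adjusted p 0.635). With the replicate number as a block, the R254 value was −0.69 (SE 0.23) with an adjusted p of 0.0536. Edits that shift the reading frame need not lower RNA, so these levels do not show whether the protein was lost. In microtumors, the added stellate cells and macrophages were not edited and may supply Arpc4 RNA. Microtumor levels thus do not show how much Arpc4 RNA the edited cells kept. The study itself reported complete loss of Arpc4 on Western blots of both lines. Arpc4 overlaps the neighboring genes Ttll3 and Tada3, which makes its unstranded 2D counts uncertain. The study linked Arpc4 loss to less β1 integrin protein in the knockout cells, and reported no matching fall of its mRNA. Itgb1, which encodes β1 integrin, was 1452 ± 51.2 CPM in control and 972 ± 49.6 CPM in knockout microtumors, without overlap between the groups. Its log2 fold change of −0.58 (SE 0.16) had an adjusted p of 0.399, against 0.0873 with the block and 0.0117 with DESeq2, so the call depended on the tool. Microtumor RNA also comes from stellate cells and macrophages, so this value is not one of tumor cells alone. In 2D, Itgb1 was not called in 8025 (−0.63, SE 0.32, adjusted p 0.425) or in R254 (−0.27, SE 0.25, adjusted p 0.935).

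**Figure D1:**
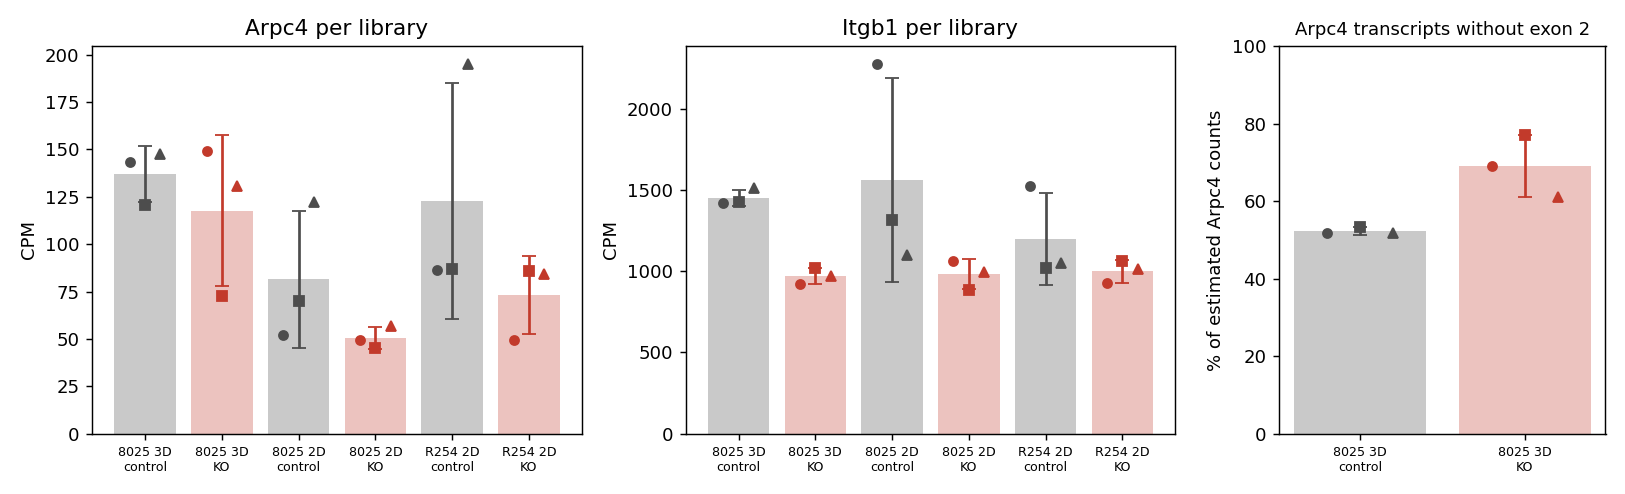
Levels of Arpc4 (left) and Itgb1 (middle) in CPM by group, and the percent of estimated Arpc4 counts on transcripts without exon 2 in 8025 microtumors (right). Bars and whiskers are mean and SD of 3 libraries, symbols mark replicate numbers 1 (circle), 2 (square) and 3 (triangle), and red marks the knockout.

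Among the other Arp2/3 subunits, only Actr3b, an alternative form of the Arp3 subunit that usually is most abundant in neural tissue, rose in a knockout. It went from 0.963 ± 0.733 to 21.7 ± 11.6 CPM in 8025 2D cells (log2 fold change 4.52, SE 0.75, adjusted p 0.0219). The difference from its response in R254 (−4.22, adjusted p 0.068) and in microtumors (−3.90, adjusted p 0.13) was called only with the block (adjusted p 0.004 and 0.00651). No other subunit was called in a knockout comparison, whether with or without the block.

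In 8025 microtumors, the knockout lost RNA of 2 developmental transcription factors and of an endothelial phosphatase. Sox2, a stem cell and foregut factor, fell from 55.4 ± 22.4 to 0.122 ± 0.145 CPM, or 3162 to 8 counts (log2 fold change −8.71, SE 0.68, adjusted p 0.0313). Bnc1, a zinc finger factor of squamous epithelia and mesothelium, fell from 500 to 2 counts, a ratio of 0.00363 with a counting interval of 0.000439 to 0.0132 (adjusted p 0.0485). Ptprb, a receptor phosphatase best known from vessels, fell from 16.6 ± 4.25 to 0.420 ± 0.296 CPM (−5.25, SE 0.52, adjusted p 0.0485). The rises were 2 predicted genes outside the naming rule, named after the result was seen. Gm45837 had 0 counts in controls and 568 in knockouts, at least 172-fold more, and Gm49391 went from 2.89 ± 1.17 to 33.6 ± 9.07 CPM (adjusted p 0.0485 for both).

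Only these 5 of 14996 tested microtumor genes were called (2 up, 3 down), all with an absolute log2 fold change above 1. Unadjusted p lay under 0.05 for 1185 genes, and 2020 genes (13.5%, against 10% by chance) had no overlap between groups. That 10% holds only if same-numbered libraries share no shift, here and for the 2D comparisons below. The count was 0 without any single library, except 1 without knockout library 3, 330 with the block (113 up, 217 down), and 251 with DESeq2 (74 up, 177 down). Under the block, the largest rises by the naming rule included the neuregulin receptor Erbb3 (4.11, adjusted p 0.00914, 0.0636 without the block), the epithelial factor Ehf (3.11, adjusted p 0.0216) and the growth factor protease Pappa2 (4.26, adjusted p 0.0256). The blocked fit also raised the protease inhibitor genes Ctla2b (2.73, adjusted p 0.00317) and Ctla2a (2.47, adjusted p 0.00888), and the granule protein gene Scg2 (2.70, adjusted p 0.0308). It lowered Cobl, another actin nucleator (−3.93, adjusted p 0.00419), the chloride channel regulator gene Clca3b (−3.60, adjusted p 0.0198) and the endothelial antigen gene Ly6c1 (−3.35, adjusted p 0.0251).

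Microtumor knockouts had higher macrophage, interferon, chemokine and myofibroblast RNA, and lower RNA of targets of YAP and TAZ, the coactivators that respond to actin tension. All 25 macrophage markers were higher (median log2 fold change 1.18, camera adjusted p 3.3e-09), but with an estimated correlation between genes the adjusted p was 0.925. Of the interferon-stimulated genes, 28 of 30 were higher (median 0.71, camera adjusted p 2.1e-06, estimated-correlation adjusted p 0.925). Chemokines (median 0.58, 23 of 29 higher) and myofibroblast genes (median 0.44, 17 of 19 higher) both had a camera adjusted p of 0.0034, with an estimated-correlation adjusted p of 0.97. YAP and TAZ targets had a median of −0.41, with 17 of 23 lower (camera adjusted p 3.8e-05, estimated-correlation adjusted p 0.925), and 5 fell when adjusted over the list alone. With the block this list had a fry adjusted p of 0.0232 and called 5 members down, among them the matrix protein Ccn1 (−1.35, adjusted p 0.0131, against 0.730 without the block) and the muscle ankyrin protein Ankrd1 (−1.42, adjusted p 0.0112, against 0.572). Mitotic genes were lower in 29 of 30 cases at a median of −0.27 (camera adjusted p 0.00103, estimated-correlation adjusted p 0.97). Focal adhesion genes were lower in 22 of 36 (median −0.13, camera adjusted p 0.0378, estimated-correlation adjusted p 0.925). The integrin list was not called (median 0.02, camera adjusted p 0.551). Knockout libraries 1 and 3 carried the macrophage rise, since knockout 2 had a mean marker level of 5.48 (log2 CPM), inside the control range of 5.36 to 6.74 (exact p 0.3). With that level as a covariate, chosen after the data were seen, the calls of interferon (median 0.18, camera adjusted p 0.155), chemokine (−0.11, camera adjusted p 0.486) and myofibroblast genes (−0.04, camera adjusted p 0.155) ended, as did that of focal adhesion genes (−0.14, camera adjusted p 0.155). The call of the macrophage markers ended too (0.02, camera adjusted p 0.488), but this was fixed in advance, since the covariate is the mean of these same markers. YAP and TAZ targets had a median of −0.18 (camera adjusted p 0.0089) and mitotic genes one of −0.45 (3.5e-05), and classical PDAC genes (0.39, 1.0e-05) and targets of the actin-regulated factors SRF and MRTF (−0.20, 0.028) were newly called, all with an estimated-correlation adjusted p of 0.999. No list was called by fry or by camera with an estimated correlation, and with the block camera called 12 lists instead of 7, adding stellate and fibroblast genes (median 0.52, adjusted p 5.5e-05, 0.138 without the block), inflammatory fibroblast genes (0.64, 0.00788 against 0.138), matrix proteases (0.34, 0.0178 against 0.164), DNA replication genes (−0.24, 0.0189 against 0.0749) and p53 targets (−0.06, 0.0307 against 0.108), each with an estimated-correlation adjusted p of at least 0.653 under the block. The block also called 3 macrophage markers and 5 chemokines up, against 0 and 0.

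**Figure D2:**
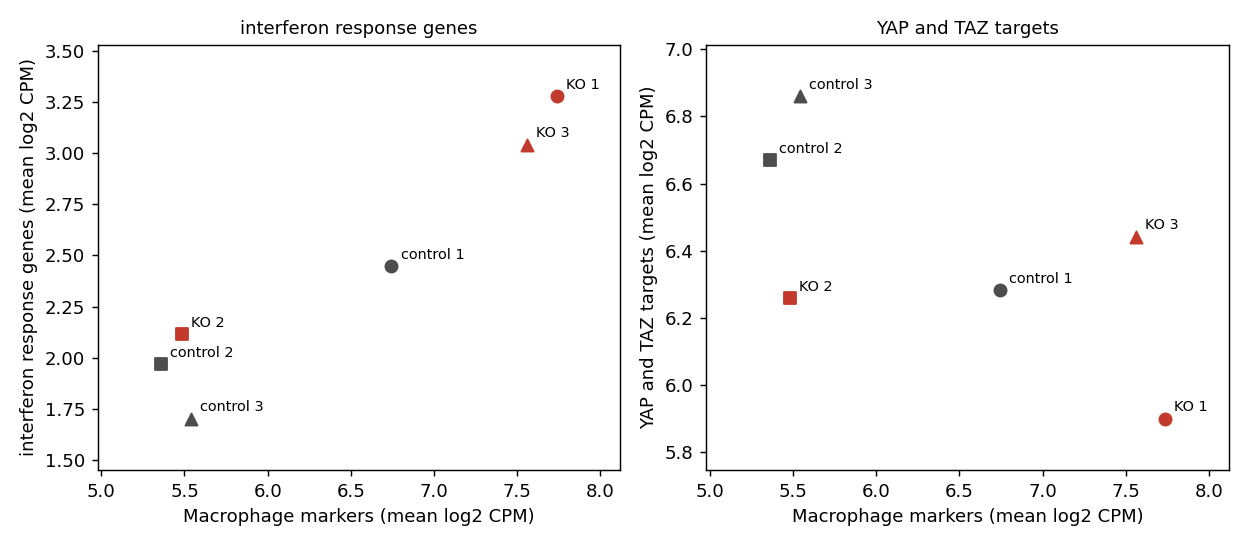
Mean log2 CPM of interferon response genes (left) and of YAP and TAZ targets (right) against mean log2 CPM of macrophage markers (horizontal axes) in the 6 microtumor libraries. Gray marks controls, red marks Arpc4 knockouts and the symbol marks the replicate number.

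In 8025 cells grown in 2D, the knockout left no counts of Sulf2, Fbln1, Dio3 and Dio3os and raised Lilr4b and Cd55. Sulf2, which trims heparan sulfate at the cell surface, went from 3185 counts to 0 (at least 1141-fold, adjusted p 0.00854). Fbln1, a matrix glycoprotein gene, went from 538 to 0 (at least 193-fold, adjusted p 0.0107), and Hpse, the heparanase gene, from 573 to 3, a ratio of 0.00487 with a counting interval of 0.00100 to 0.0143 (adjusted p 0.00282). The thyroid hormone deiodinase Dio3 went from 1227 to 0 (at least 440-fold, adjusted p 0.00282) and its antisense neighbor Dio3os from 1753 to 0 (at least 628-fold, adjusted p 0.00642), which unstranded counts may not part fully. Ddah1, which breaks down an inhibitor of nitric oxide synthesis, fell by 6.25 log2 (SE 0.40, adjusted p 0.00279). Rises were led by Lilr4b, an inhibitory receptor of myeloid cells, from 28 to 11530 counts (8.46, SE 1.09, adjusted p 0.0092). Others were the protease inhibitor Serpina1b (5.91, adjusted p 0.00534), the G protein regulator Rgs17 (5.67, adjusted p 0.0119), the synaptic scaffold Pclo (5.32, adjusted p 0.0139), the complement inhibitor Cd55 (5.29, SE 0.43, adjusted p 0.00282) and Ctla2a (5.22, adjusted p 0.0189).

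Among 16 integrin genes tested in these cells, the epithelial subunit Itgb6 fell (−3.81, adjusted p 0.0237) and Itgb3 rose (2.67, adjusted p 0.0154). Adjusted over the list alone 3 rose and 4 fell, with the block 2 rose and 3 fell, and the list as a whole was not called (12 lower, median −0.47, camera adjusted p 0.372). The chemokines Ccl2 (−5.84, SE 0.71, adjusted p 0.00766) and Cxcl5 (−1.78, adjusted p 0.042), which draw in monocytes and neutrophils, fell. The mucin Muc1 fell from 351 ± 101 to 32.8 ± 8.07 CPM (−3.42, SE 0.33, adjusted p 0.00534) and the actin-binding Cald1 fell by 4.49 log2 (adjusted p 0.00969). Sox2 (−3.51, SE 0.63, adjusted p 0.0278) and Ptprb (−3.86, adjusted p 0.0183) fell as in the microtumors. Kras, the driver oncogene of the line, rose from 133 ± 17.3 to 308 ± 15.9 CPM (1.21, SE 0.21, adjusted p 0.0261), and the matrix protein Tnc rose by 4.11 log2 (adjusted p 0.0264).

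In total, 463 of 13850 genes were called in 8025 2D cells (270 up, 193 down), 457 of them with an absolute log2 fold change above 1. The block called 1507 (818 up, 689 down) and DESeq2 called 1015. Leaving out control library 1 gave 193 calls, control library 2 gave 69, knockout library 1 gave 84 and knockout library 2 gave 170. Groups did not overlap for 2962 genes (21.4%, against 10% by chance without a shift shared by same-numbered libraries).

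Collagen, p53 target and YAP and TAZ target lists were lower in the 8025 2D knockout. Interstitial collagens had a median of −1.19, with 13 of 16 lower (camera adjusted p 0.0105, estimated-correlation adjusted p 0.622), and 1 up and 1 down, against 2 up and 7 down when adjusted over the list alone and also with the block. The p53 targets had a median of −0.40, with 22 of 29 lower (camera adjusted p 0.0105, estimated-correlation adjusted p 0.622), and 1 fell, the stress cytokine Gdf15 (−2.79, adjusted p 0.0203), against 3 adjusted over the list alone and 6 with the block. YAP and TAZ targets were lower in 16 of 21 (median −0.48, camera adjusted p 0.0195, estimated-correlation adjusted p 0.623), with Ccn1 down (−2.33, SE 0.47, adjusted p 0.0397). Only 1 of these targets was called, against 7 with the block, which added Ankrd1 (−1.35, adjusted p 0.00965, against 0.226). Cholesterol synthesis genes were lower in 22 of 24 (median −0.44, camera adjusted p 0.0239, estimated-correlation adjusted p 0.623). Chemokines had a median of −1.21 and macrophage markers a median of 1.07 (camera adjusted p 0.0274 and estimated-correlation adjusted p 0.622 for both). The latter rested on 6 tested genes at low levels, among them the leukocyte phosphatase Ptprc (2.46, adjusted p 0.047). Inflammatory fibroblast genes were lower as well (median −0.56 over 9 genes, camera adjusted p 0.0403, estimated-correlation adjusted p 0.622). Fry called 0 lists, and the block raised the number that camera called from 7 to 11, adding Arp2/3 subunits (adjusted p 0.0465), SRF and MRTF targets (0.0442), heat shock (0.0442) and stellate and fibroblast genes (0.0472), each with an estimated-correlation adjusted p of at least 0.640. With the block 2 cholesterol synthesis genes, 7 chemokines and 4 inflammatory fibroblast genes fell, against 0, 2 and 1.

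In R254 cells, Muc5ac, Tff1, Gkn1 and Gkn2, genes known from the stomach lining, were among the largest rises by the naming rule. The stomach mucin Muc5ac rose from 107 to 17960 counts (7.33, SE 0.51, adjusted p 0.00167), and the trefoil factor Tff1 from 2.32 ± 1.39 to 308 ± 82.9 CPM (7.05, SE 0.51, adjusted p 0.00167). The gastrokines Gkn2 (8.44, SE 0.69, adjusted p 0.0026) and Gkn1 (6.38, adjusted p 0.00167), the lipocalin Lcn4 (7.33, adjusted p 0.00167) and the growth factor Bmp8b (6.42, adjusted p 0.0069) rose with them. The insulin-like growth factor binding protein Igfbp4 fell from 1096 ± 283 to 22.5 ± 9.14 CPM (−5.61, SE 0.42, adjusted p 0.00167). Other falls were Afap1l1, an actin filament adaptor of invasive protrusions (−7.07, adjusted p 0.00682), the ubiquitin ligase Peli2 (−6.75, adjusted p 0.0129), the zinc finger gene Zcchc24 (−5.94, adjusted p 0.0074), Serpina1b (−5.62, adjusted p 0.0108) and the oxidase Nox4 (−5.08, adjusted p 0.0147). The blocked fit put Fermt2, an activator of β1 integrin, in place of Nox4 (−5.01), and the fit without a block called it too (−5.03, SE 0.35, adjusted p 0.00167). Sox2 rose (4.53, SE 0.42, adjusted p 0.0044), as did Itgb6 (2.75, adjusted p 0.0148) and Muc1 (2.21, SE 0.25, adjusted p 0.00922). Esrp1, a splicing factor of epithelial cells, went from 0 to 222 counts (at least 73.9-fold, adjusted p 0.0138), whereas the mesenchymal factor Twist2 (−3.88, adjusted p 0.0148) and the hyaluronan synthase Has2 (−4.31, adjusted p 0.0389) fell.

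The R254 comparison called 216 of 14249 genes (112 up, 104 down), all with an absolute log2 fold change above 1. The block called 1390 (693 up, 697 down) and DESeq2 called 695. Without control library 3 the count was 1658, and without control libraries 1 and 2 it was 34 and 86. Without knockout libraries 1, 2 and 3 it was 32, 10 and 64. Groups did not overlap for 2145 genes (15.1%, against 10% by chance without a shift shared by same-numbered libraries).

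Genes of classical PDAC, the differentiated subtype, were the one list in R254 called by every list test without a block. Their median was 1.10, with 16 of 18 higher (camera adjusted p 2.05e-22, estimated-correlation adjusted p 0.0179, fry adjusted p 0.00267). Of them 6 rose, 9 when adjusted over the list alone, and with the block 10 rose but the estimated-correlation adjusted p was 0.243. Epithelial junction genes were higher in 23 of 31 (median 0.60, camera adjusted p 1.2e-09, estimated-correlation adjusted p 0.0797), with 3 up, among them the claudin Cldn7 (3.39, adjusted p 0.0148), 9 adjusted over the list alone and 12 with the block. Interstitial collagens were lower in 15 of 16 (median −1.90, camera adjusted p 9.2e-10, estimated-correlation adjusted p 0.212), with Col5a1 down (−2.41, adjusted p 0.0343), 9 down when adjusted over the list alone and 12 with the block. Genes of epithelial-mesenchymal transition (EMT) were lower in 18 of 19 (median −0.79, camera adjusted p 2.7e-08, estimated-correlation adjusted p 0.138), with 1 down, 7 adjusted over the list alone and 9 with the block. Stellate and fibroblast genes were lower in 6 of 7 (median −2.23, camera adjusted p 7.6e-07, estimated-correlation adjusted p 0.0797), although no stromal cells were added, with 1 down and 5 with the block. Fry called these epithelial, EMT and stellate lists too (adjusted p 0.0149, 0.0279 and 0.0149), and with the block it called 1 list, classical PDAC genes, instead of 4 (adjusted p 0.141, 0.132 and 0.132 for the others).

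Further lists were called in R254 by camera alone. Endothelial (median −1.54, camera adjusted p 2.7e-04, estimated-correlation adjusted p 0.263), inflammatory fibroblast (−1.45, 0.00135 and adjusted p 0.54) and myofibroblast genes (−0.59, 0.0486 and adjusted p 0.43) were lower. Ductal progenitor genes (median 0.17, camera adjusted p 6.9e-04, estimated-correlation adjusted p 0.212) and basal-like genes (0.52, 0.00396 and adjusted p 0.275) were higher, the former with the chloride channel Cftr up (3.22, adjusted p 0.0204). Mitotic (median 0.26) and cholesterol synthesis genes (0.22) both had a camera adjusted p of 0.0272, with estimated-correlation adjusted p of 0.82 and 0.759. YAP and TAZ targets were lower in 15 of 21 (median −0.32, camera adjusted p 0.0272, estimated-correlation adjusted p 0.542). None of those targets was called without a block, against 4 down and 1 up with it, including Ccn1 (−1.71, adjusted p 1.7e-05, against 0.0687) and Ankrd1 (adjusted p 8.8e-04, against 0.332). With the block 4 basal-like, 4 mitotic and 7 ductal progenitor genes rose, against 0, 0 and 3, and 4 inflammatory fibroblast, 3 myofibroblast and 3 endothelial genes fell, against 1, 0 and 0. The block also added calls of DNA replication (adjusted p 0.0259), interferon (0.0293) and stress response genes (0.0487), each with an estimated-correlation adjusted p of at least 0.559. Integrins as a list were not called (median −0.29, camera adjusted p 0.848).

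**Figure D3:**
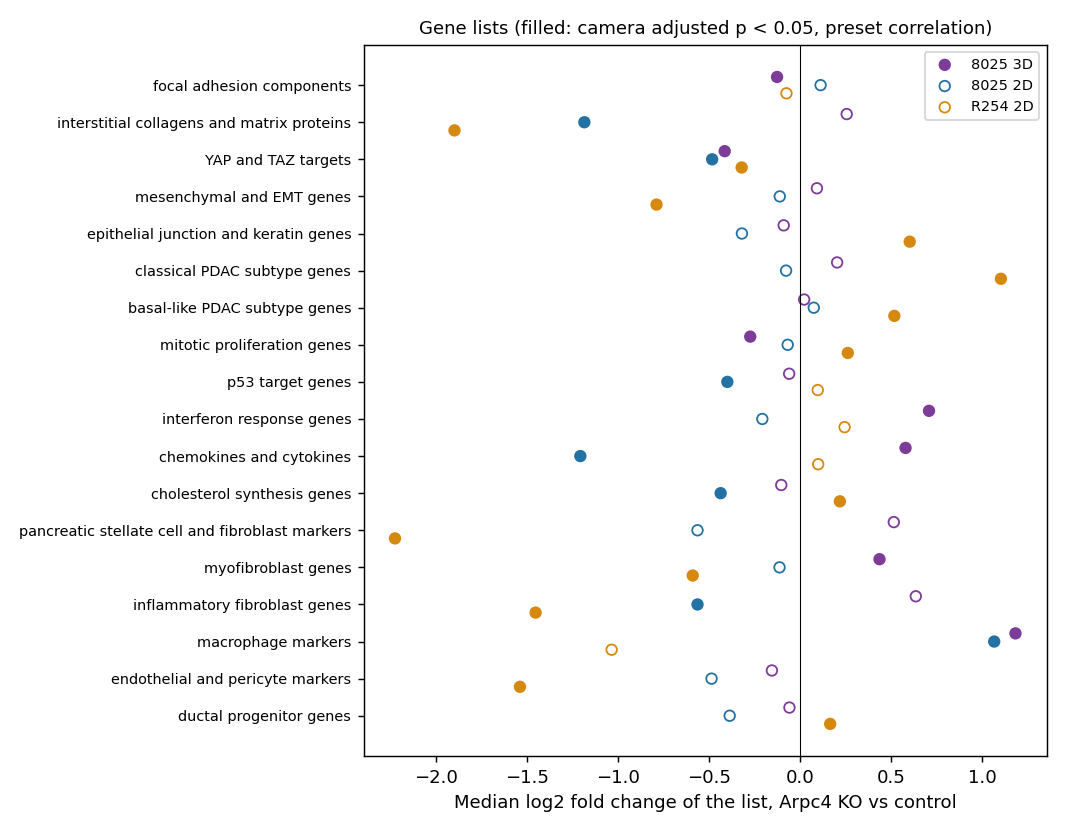
Median log2 fold change of gene lists by Arpc4 knockout (horizontal axis) in 8025 microtumors (purple), 8025 cells (blue) and R254 cells (orange). Filled points passed a camera adjusted p under 0.05 with the preset correlation.

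The control cells of the lines differed in the cell cycle inhibitor locus and in p53 output. Cdkn2b, which encodes the CDK4 inhibitor p15, had 0 counts in 8025 and 4155 in R254 (at least 1320-fold, adjusted p 0.00263). Cdkn2a, which encodes p16 and p19Arf, had 1 and 6178 counts, a ratio of 5888 with a counting interval of 1056 to 232600 (adjusted p 0.000695). In the 8025 2D knockout Cdkn2b had no count either and Cdkn2a reached at most 0.0564 CPM. The p53 targets were lower in R254 in 24 of 28 cases (median −1.03, camera adjusted p 4.25e-10, estimated-correlation adjusted p 0.0825, fry adjusted p 0.00463), with 7 down, 10 adjusted over the list alone and 19 with the block, where the fry adjusted p was 0.0518. Among them were Ccng1 (−3.08, adjusted p 0.00197), Phlda3 (−2.38, adjusted p 0.00237) and Ephx1 (−3.09, adjusted p 0.00316). The imprinted gene Peg3 had 1 count in 8025 and 22080 in R254, a ratio of 21050 with a counting interval of 3777 to 831300, and the X-linked Armcx2 had 1 and 5626, a ratio of 5362 (962 to 211800). Gulp1, an engulfment adaptor (at least 1736-fold), and Slc5a7, a choline transporter (at least 1276-fold), were found in R254 only. Sulf2 (at least 1114-fold), the synaptic Cplx2 (at least 415-fold), the chromatin reader Cdyl2 (at least 282-fold), the small GTPase Rasef (at least 228-fold) and the phosphatase Ppm1h (at least 175-fold) were found in 8025 only. The transmembrane Prrg1 had 2473 counts in 8025 and 1 in R254, a ratio of 0.000385 (9.75e-06 to 0.00215).

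Matrix genes were higher in R254 controls. Basement membrane genes had a median of 0.70 (camera adjusted p 0.00195, estimated-correlation adjusted p 0.225, fry adjusted p 0.00387), with 4 up, 8 adjusted over the list alone and 9 with the block, among them the laminin Lamb3 (4.71, adjusted p 0.00259). Interstitial collagens had a median of 0.79 (camera adjusted p 0.00882, estimated-correlation adjusted p 0.858), with 4 up and 8 with the block, among them Col11a1 at 0 and 231 counts (at least 73.4-fold). Macrophage markers (5 tested genes, median 0.24) were called by camera (adjusted p 0.0439, estimated-correlation adjusted p 0.858) but not with the block (adjusted p 0.139). The comparison called 779 of 14113 genes (501 up, 278 down), 769 of them with an absolute log2 fold change above 1, and 3821 with the block (2066 up, 1755 down) and 1615 with DESeq2. Leaving out 8025 control 1 or 2 gave 392 or 269 calls, 8025 control 3 gave 515, and R254 control 1, 2 or 3 gave 332, 384 or 1267. The lines differ in mouse of origin as well as in p53, the labels conflict on the genotype of 8025, and these libraries do not part the causes.

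Knockout effects in 2D differed between the lines for 558 of 15175 genes (249 higher in R254, 309 lower), 556 of them with an absolute log2 difference above 1. Sox2 was a plain case, falling from 4.54 to 0.383 CPM in 8025 and rising from 0.363 to 8.60 CPM in R254 (difference 8.08, adjusted p 2.2e-04). Itgb6 went from 13.8 to 0.960 CPM in 8025 and from 4.44 to 29.8 CPM in R254 (6.58, adjusted p 7.6e-04), and Muc1 from 359 to 32.8 CPM and from 57.6 to 267 CPM (5.67, adjusted p 8.4e-05). The largest positive differences were Sulf2 (16.58, adjusted p 0.0249), Dio3os (12.46), Dio3 (11.73), Fbln1 (10.65) and Rasef (10.41), and the size of these 5 depends on the prior count, since 1 or more groups had no count. Fbln1, as an example, was lost in 8025 (9.88 to 0 CPM) and kept in R254 (47.8 and 53.3 CPM). The largest negative differences were Serpina1b (−11.49), Lilr4b (−9.86), the growth arrest gene Gas1 (−8.67), the cholesterol exporter Abca1 (−8.57) and the engulfment receptor Megf10 (−7.75), with the pseudokinase Trib2 (−7.59) in place of Megf10 under the block. The block called 1216 genes (554 higher, 662 lower) and DESeq2 called 1034. Leaving out 8025 control 2 gave 366, 8025 knockout 1 gave 356, R254 control 1 gave 360 and R254 knockout 2 gave 351.

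Classical PDAC genes responded more strongly in R254, with a median difference of 1.20 (camera adjusted p 9.2e-11, estimated-correlation adjusted p 0.00506). With the block the estimated-correlation adjusted p was 0.101, which ended that call. Epithelial junction (0.90, 9.9e-05, estimated-correlation adjusted p 0.121), cholesterol synthesis (0.75, 6.8e-04, estimated-correlation adjusted p 0.542), p53 target (0.55, 0.00345, estimated-correlation adjusted p 0.198) and ductal progenitor genes (0.30, 0.00304, estimated-correlation adjusted p 0.121) differed the same way. Macrophage marker (−1.67, 0.00345, estimated-correlation adjusted p 0.198) and EMT genes (−0.37, 0.00227, estimated-correlation adjusted p 0.228) differed the other way. Smaller lists and lists with smaller shifts were called as well, namely endothelial (−1.07, 0.00609, estimated-correlation adjusted p 0.198), heat shock (0.29, 0.0101, estimated-correlation adjusted p 0.198), basal-like (0.47, 0.0134, estimated-correlation adjusted p 0.198) and focal adhesion genes (−0.19, 0.0455, estimated-correlation adjusted p 0.671). YAP and TAZ targets, lower in both knockouts, were not called different (median 0.29, camera adjusted p 0.586).

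Between microtumors and 2D cells of 8025, the knockout effect differed for 73 of 14628 genes (38 higher in microtumors, 35 lower), all with an absolute log2 difference above 1. Sulf2 was 52.5 and 0 CPM in 2D control and knockout cells and 9.57 and 11.3 CPM in microtumors (difference 13.14), and Fbln1 was 8.97 and 0 CPM against 11.97 and 25.97 CPM (11.48). Dio3 was 21.9 and 0 CPM against 18.5 and 38.4 CPM (12.69), and Dio3os differed by 13.64, with values that depend on the prior count where a group had no count. Ccl2 was 19.1 and 0.318 CPM against 10.0 and 84.8 CPM (8.97), and added stromal cells may supply the microtumor RNA of Ccl2, Sulf2, Fbln1 and Dio3. Lower in microtumors were the ferroxidase Heph (−5.92), the steroid reductase Akr1c18 (−5.63), Sox2 (−5.19), Rgs17 (−5.02) and the sialyltransferase St8sia4 (−4.81). Under the block, Fstl1 (8.33) took the place of Ccl2 by the naming rule, and F5, Gfra2 and A2m took those of Sox2, Rgs17 and St8sia4. The block called 633 genes (277 higher, 356 lower) and DESeq2 called 430. Leaving out microtumor control 1 or 2 gave 41 or 35, microtumor knockout 1 or 2 gave 34 or 159, 2D control 2 gave 35, and 2D knockout 1 or 2 gave 26 or 35.

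Of the 4 lists called different between cultures, interferon-stimulated genes had the lowest camera p at the preset correlation (28 of 30 higher in microtumors, median 1.16, camera adjusted p 0.00127, estimated-correlation adjusted p 0.972). Inflammatory fibroblast genes (1.17, camera adjusted p 0.0302) and chemokines (0.77, camera adjusted p 0.0316) were higher too, and focal adhesion genes were lower in 30 of 36 (−0.28, camera adjusted p 0.0302). Their estimated-correlation adjusted p was 0.972 as well. With the block, camera also called interstitial collagens (0.78, adjusted p 0.0229), heat shock (0.29, 0.0219) and basement membrane genes (−0.33, 0.047, against 0.0513 without it), with estimated-correlation adjusted p of 0.632, 0.632 and 0.877.

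The 2D knockouts shared few called genes, and about as many moved in opposite directions as in the same. Among 13301 genes tested in both lines, 15 rose in both (1.12 expected, Fisher's exact p 2.2e-13), among them Cd55, Cftr, the protease Ctse and the neural factor Sox11. Another 7 fell in both (1.05 expected, p 8.4e-05), among them the collagen Col27a1 and the synaptic adhesion gene Clstn1. Opposite changes were called for 23 genes (2.21 expected), among them Sox2, Muc1, Itgb6, Col7a1 and Serpina1b. Each of the 23 was also called in the test of the difference, which adds little, since that test used the same libraries. With the block, 78 rose in both, 93 fell in both and 228 were opposite (28.7, 28.7 and 57.6 expected). Microtumors and 2D cells of 8025 shared 2 falls, Sox2 and Ptprb, among 11618 genes (0.0277 expected, p 1.9e-04), against 63 shared falls and 31 shared rises with the block. Microtumors and R254 shared only Sox2, in opposite directions, against 33 opposite genes, 33 shared falls and 13 shared rises with the block (11.5, 9.85 and 2.83 expected). Across genes, log2 fold changes correlated at a Pearson r of −0.04 between the 2D lines (Spearman 0.00), 0.23 between the 8025 cultures (0.17) and 0.00 between microtumors and R254 (0.02). Genes are not independent, so no p is given for these correlations. The Fisher's exact p above treat genes as independent and only describe the overlaps.

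**Figure D4:**
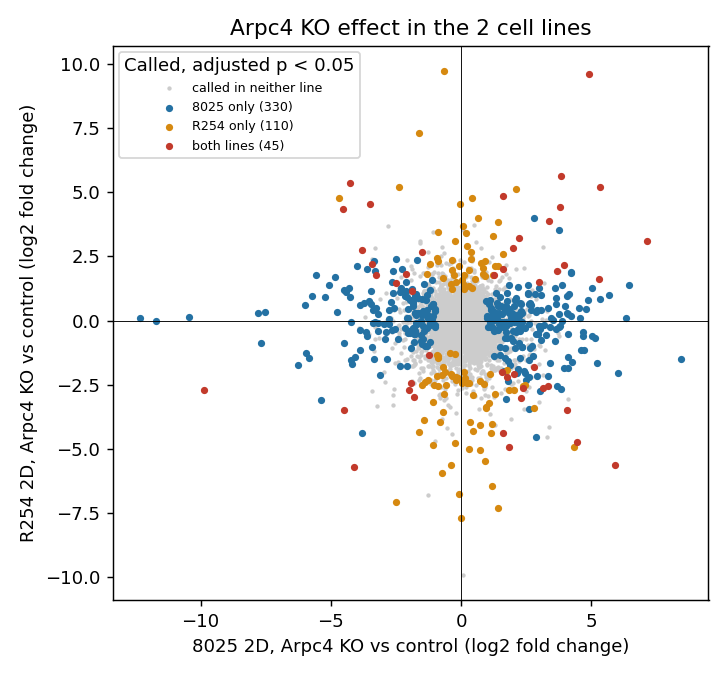
Log2 fold change by Arpc4 knockout in 8025 (horizontal axis) and R254 cells (vertical axis). Color marks genes called in 8025 only (330), in R254 only (110) or in both lines (45).

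**Figure D5:**
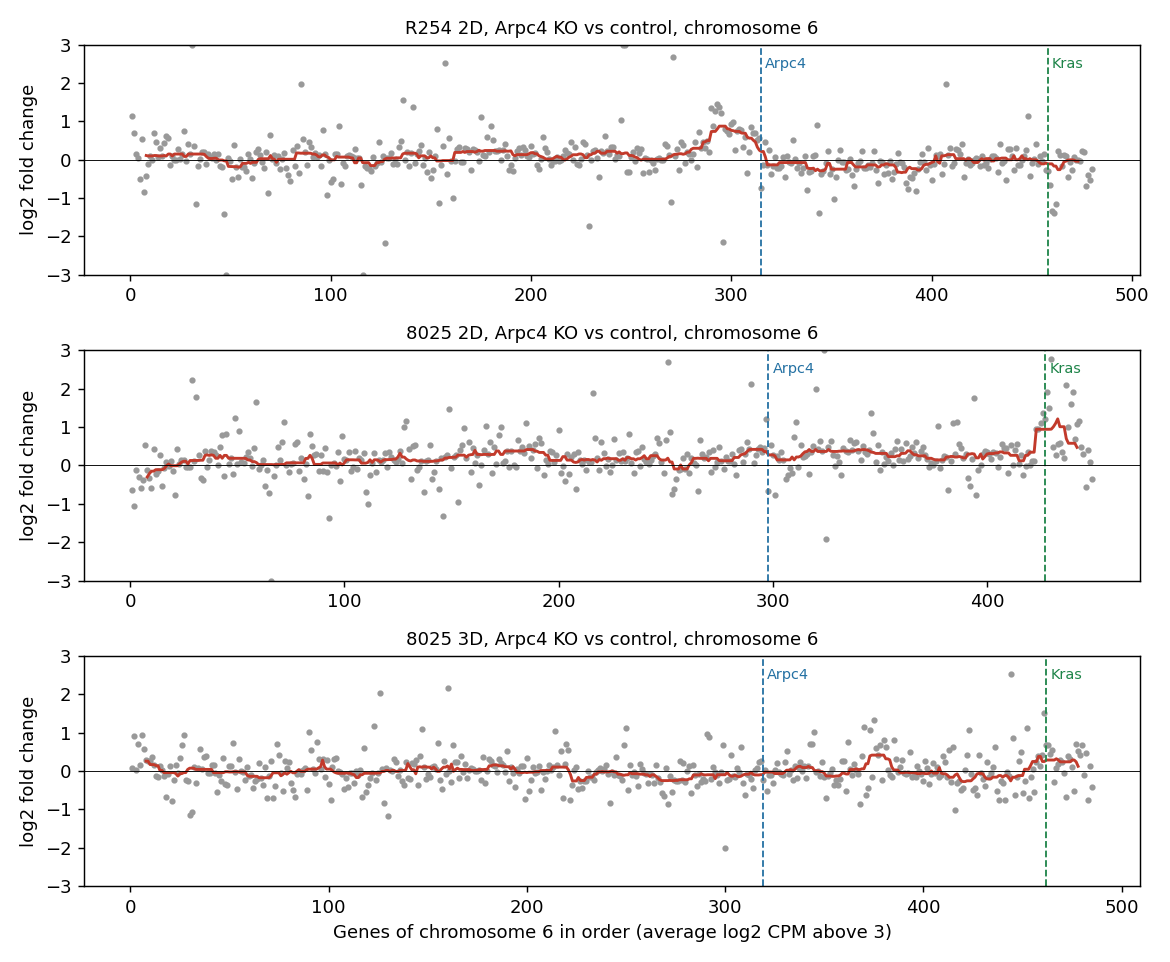
Log2 fold change by Arpc4 knockout (vertical axes, clipped at 3) for genes of chromosome 6 in order (horizontal axes) in R254 cells, 8025 cells and 8025 microtumors. The red line is a running median of 15 genes and dashed lines mark Arpc4 and Kras.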

Values the study reported

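For genes lowered by the knockout, at an absolute log2 fold change above 1 and p under 0.05, the study gave 345 in microtumors, 379 in 8025 cells and 328 in R254 cells.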

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

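All tests of explanations below were chosen after the results were seen, as were the settings with the 2D libraries numbered 1 and 2 only, the macrophage covariate, and list and overlap calls with the block.

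Knockout effects that ran opposite in the lines (23 genes, among them Muc1 with a difference of 5.67 and Itgb6 with 6.58) may reflect clone or line differences, because clone and knockout are not parted here. A state of the libraries numbered 3 was tested as a candidate explanation. Without them 151 genes were called in opposite directions (26.8 expected), against 85 in the same direction, which argues against it. Copy number differences over stretches of chromosome were tested too. Of 46 effects of these genes, 0 had neighbors that moved at least 0.5 times as far (highest local median 0.42, lowest own effect 1.17). This argues against wide stretches as the main source of these effects. The genes were chosen by large effects in both lines, so a smaller part from wide stretches stays open. Copy changes of 1 or a few genes would not move the median of the neighbors and stay open too. Line and clone cannot be told apart with these libraries.

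The macrophage, interferon and chemokine lists, higher in knockout microtumors, may reflect more macrophages in some microtumors. Over the 6 libraries the levels of the interferon and macrophage lists correlated at a Pearson r of 0.959 (exact p 0.00833, 0.267 after adjustment over 32 lists; Spearman 0.829, exact p 0.0583, adjusted 0.396; Pearson 0.797 without the 2 farthest libraries), and with the macrophage level as a covariate the camera adjusted p was 0.155 for the interferon list and 0.0089 for YAP and TAZ targets, whose median went from −0.41 to −0.18 (estimated-correlation adjusted p 0.999 for both). The macrophage level was 6.74, 5.36 and 5.54 in controls and 7.74, 5.48 and 7.56 in knockouts (log2 CPM, exact p 0.3). Fewer tumor cells, with more of every other cell type, stay open, since the macrophage list moved 0.653 more than the stellate list, with 0.507, −0.025 and 1.476 in the 3 pairs. An interferon response that tumor cells also have alone is not what 2D cells showed (median −0.21, 14 of 21 genes lower), but that list was not called there (camera adjusted p 0.492), so it stays open.

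Arpc4 transcripts without exon 2 made up 69.0, 77.2 and 61.0% of estimated Arpc4 counts in knockout microtumors and 51.7, 53.4 and 51.7% in controls, which may come from an edited locus that loses exon 2 (119 bases). A transcript share that parted the groups by as much was found for 1.48% of genes (75 of 5059; 0.692 to 1.68% in other splits), so the gap is uncommon but not unique. A differing macrophage share is the other explanation. The only knockout library whose macrophage level lay inside the control range had the highest percent, 77.2%, which that explanation would not give. It stays open only because 1 library excludes nothing. Transcripts with exon 2 were at 70.4, 57.5 and 65.8 CPM in controls and 48.5, 17.4 and 48.0 in knockouts (log2 ratio −0.77, exact p 0.1, the smallest that 3 against 3 allow). Guide positions are not given in the sources used here.

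The interaction between lines called 558 genes and 11 lists in 2D. Its largest log2 differences were 16.58 for Sulf2, 12.46 for Dio3os, 11.73 for Dio3, 10.65 for Fbln1, 10.41 for Rasef, −11.49 for Serpina1b, −9.86 for Lilr4b, −8.67 for Gas1, −8.57 for Abca1 and −7.75 for Megf10. The interaction between cultures called 73 genes and 4 lists. Its largest log2 differences were 13.64 for Dio3os, 13.14 for Sulf2, 12.69 for Dio3, 11.48 for Fbln1, 8.97 for Ccl2, −5.92 for Heph, −5.63 for Akr1c18, −5.19 for Sox2, −5.02 for Rgs17 and −4.81 for St8sia4. In both, the values and order of Sulf2, Dio3os, Dio3 and Fbln1, and of Rasef between lines, depend on the prior count, because a group had no count.

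Groups were split anew to ask whether chance can be excluded. Splits were too few for a share under 0.05 in the comparisons of 3 against 3. In the microtumors 2 of 10 splits called as many genes as the real one (5, highest other 149), and in R254 cells 2 of 10 (216, highest other 411). In both the higher split points to a structure of the samples, for the microtumors control 2, control 3 and knockout 2 against the libraries with more macrophage RNA. It was 1 of 10 in 8025 cells (463, highest other 0) and 1 of 10 between the control cells (779, highest other 0). With the block it was 1 of 4 in each, with 330, 1507, 1390 and 3821 calls for microtumors, 8025, R254 and control cells and 0 for the highest other. For the interaction between lines, 2 of 50 splits drawn from 200 called as many as 558, a share under 0.05 in the fit that ignores replicate numbers, and the highest other called 3700, which points to a structure of the samples. With the block 2 of 32 did (1216, highest other 1263, the labels of one line swapped), and that split turns the difference of 2 real effects into their sum, so it does not stand for chance (next highest 179). For the interaction between cultures, 4 of 50 splits called as many (73, highest other 258), and 2 of 32 with the block (633, highest other 1487). The others that did so all kept the 2D groups whole with their labels turned and so held the real 2D effect, which leaves open whether chance can be excluded.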

How the results depend on the processing

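Settings chosen after the results were seen were the 2D libraries numbered 1 and 2 only, the macrophage covariate, microtumor transcripts without summing, and the block for lists and overlaps.

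With 3 libraries per group, calls depended on how the shift shared by same-numbered libraries was treated. Of 436 named gene values, the replicate block left 216 as they were, strengthened 220, and neither ended a call nor reversed a direction. Some of these genes were named because the blocked fit called them, so part of the strengthening was fixed by selection. Leaving out 1 library weakened 388 of 2897 named gene values and limma-voom weakened 30 of 436, with none reversed. Values not called without a block could not weaken, so these shares understate how often calls were lost. Depth limits genes near a few counts, since groups without a count give bounds only and groups with 1 to 3 counts give ratios with wide counting intervals. The cause of the differences between tools was not tested, but in simulated data a shared shift with an SD of 0.5 removed all true calls of edgeR and limma-voom without a block, whereas DESeq2 still recovered 82 to 95% of 4-fold changes in the comparisons of 3 against 3.

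For called genes the settings gave these counts. The replicate block gave 330 for microtumors, 1507 for 8025 cells, 1390 for R254 cells, 3821 for control cells, 1216 for the interaction between lines and 633 for that between cultures, all higher than the main counts of 5, 463, 216, 779, 558 and 73. DESeq2 gave 251, 1015, 695, 1615, 1034 and 430 in that order, and at the study thresholds 674, 1228, 1019, 1722, 1758 and 1227. Without a filter the counts were 137 for microtumors, 696 for 8025 cells, 527 for R254 cells and 175 for the interaction between cultures. For microtumors limma-voom called 1, the filter of 1 CPM in 3 libraries 1, and the macrophage covariate 3. Microtumor transcripts tested without summing gave 0 with edgeR, 461 with DESeq2 (200 up, 261 down) and 1355 at the study thresholds (724 up, 631 down). RLE scaling called 1 microtumor gene up and 3 down, against 2 up and 3 down with TMM, too few to compare directions.

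With the 2D libraries numbered 1 and 2 only, 738 genes were called in 8025 cells, 1460 in R254 cells, 2252 between control cells and 979 for the interaction between lines. The replicate block on those libraries gave 442 for 8025 cells, lower than without it, 2073 for R254 cells, 4447 for control cells and 995 for the interaction. Leaving out 1 library gave 0 to 1 for microtumors, 69 to 373 for 8025 cells, 10 to 1658 for R254 cells, 269 to 1267 for control cells, 351 to 808 for the interaction between lines and 26 to 159 for that between cultures.

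For gene lists, camera called 7 for microtumors, 7 for 8025 cells, 13 for R254 cells, 4 for control cells, 11 for the interaction between lines and 4 for that between cultures. Camera with estimated correlation called 0, 0, 1, 0, 1 and 0, and with that and the replicate block 0, 0, 0, 0, 0 and 0. Fry called 0, 0, 4 and 2 for the first 4, 10 for the interaction between lines and 0 for that between cultures. With the replicate block camera called 12 for microtumors, 11 for 8025 cells and 7 for the interaction between cultures, and fry 1, 0, 1 and 2 for the first 4, 8 for the interaction between lines and 1 for that between cultures.

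Shared called genes were 15 up, 7 down and 23 opposite for the lines in 2D, against 42, 44 and 110 with DESeq2 and 78, 93 and 228 with the replicate block. For microtumors and 8025 cells they were 0 up, 2 down and 0 opposite, against 27, 32 and 3 with DESeq2 and 31, 63 and 12 with the block. For microtumors and R254 cells they were 0 up, 0 down and 1 opposite, against 5, 18 and 11 with DESeq2 and 13, 33 and 33 with the block.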

Other observations

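The tests of chromosome stretches below were chosen after the results were seen, as were all settings added after the data were seen, named above.

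In R254 knockout cells, the genes just before Arpc4 on chromosome 6 were raised together and the rise ended near Arpc4. The 28 genes from Tmf1 to Tada3 had a median log2 fold change of 0.72, with 26 above 0 and 17 called up with the block (2 without). The 8025 knockout cells showed no such edge at Arpc4 but a raised stretch at the far end of the same chromosome, which holds Kras. From Etnk1 onward, 25 genes had a median of 0.70, with 23 above 0 and 8 called up (13 with the block), and the step there was −0.97, rank 1 of 9187 (1 of 200 permutations as large, −0.87 after GC content and length were corrected for). Etnk1 was taken because it marks the largest step in 8025 cells, so that rank was fixed by the choice. Tmf1 was set by the largest opposite step shortly before Arpc4 in R254 cells. The medians and counts inside both stretches thus rest on bounds drawn from the same effects.

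The step at Arpc4 in R254 may mark a copy number change that ends near the edited locus, since 0 positions more than 15 genes away had a step as large (0.82, interval 0.46 to 0.93; highest of 200 permutations 0.77). It ranked only 4 of 9306 positions, and the largest step was 0.87 between the nearby genes Brpf1 and Ogg1, so the edge is not placed at Arpc4 itself. The step was 0.79 after trends with GC content and transcript length were removed, which argues against these as the cause, and the lowest step of the 3 pairs was 0.57, which argues against a state of 1 pair. In pair 2, which had that lowest step, it ranked only 180 of 9306 positions, against 1 in pair 1 and 10 in pair 3. RNA does not measure copy number, so this remains a hypothesis that DNA sequencing of the clone could test.

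The raised distal stretch in 8025 knockout cells may be a gain carried by the clone. It was also higher in knockout microtumors (median 0.29 over 27 genes), where 0.850% of stretches of as many genes had a median as high, with 0.18, 0.57 and 0.11 in the 3 pairs. The edge itself was not clear there, with a step of −0.24 (interval −0.73 to 0.18), rank 635 of 9465 positions. The highest step over all positions was as large in 200 of 200 permutations, which is too strict for 1 position taken from the 2D cells. With 0 genes of the stretch called (1 with the block), a gain stays unproven. A gain is a candidate explanation of the Kras rise in the 2D cells only.

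Chromosomes as a whole also moved apart in each comparison. The SD of the chromosome medians was 0.0973 in microtumors, 0.209 in 8025 cells, 0.159 in R254 cells and 0.235 between control cells, against at most 0.0274, 0.0324, 0.0266 and 0.0400 in 200 permutations.

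The libraries numbered 3 stood apart on the second principal component of the 2D data (28.4% of variance, with scores of −57.5 to −79.1). They also had the lowest share of reads outside features, 9.34 to 9.70%.

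At the thresholds of the study, with p read as unadjusted, 580 genes were lower in R254 knockout cells. That is higher than the value quoted from the study above. At the same thresholds 259 genes were lower in knockout microtumors and 546 in 8025 knockout cells.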
